# Activation-induced deaminase expression defines mature B cell lymphoma in the mouse

**DOI:** 10.3389/fimmu.2023.1268930

**Published:** 2023-09-21

**Authors:** Carmen Gómez-Escolar, Ester Marina-Zárate, Almudena R. Ramiro

**Keywords:** λ-MYC, AID, lymphoma, Germinal Center, B lymphocyte

## Abstract

Germinal centers (GCs) are the sites of secondary antibody diversification and underlie the mechanism of action of many vaccination strategies. Activation-induced deaminase (AID) triggers secondary antibody diversification through the introduction of somatic changes in immunoglobulin genes which lead to the generation of antibodies of higher affinity and more specialized effector functions. However, AID can also target other genomic regions, giving rise to mutations and chromosome translocations with oncogenic potential. Many human lymphomas originate from mature B cells that have undergone the GC reaction, such as the diffuse large B cell lymphoma, the follicular lymphoma and Burkitt lymphoma, and carry chromosome translocations. Mature B cell lymphomagenesis has been modeled in the mouse by the genetic introduction of chromosome translocations. Here, we present an in-depth characterization of one such model, λ-MYC mice. We found that young pre-tumor stage mice had a prominent block in early B cell differentiation that resulted in the generation of very aggressive tumors lacking surface B cell receptor (BCR) expression, indicating that a large fraction of tumors in λ-MYC mice arise from B cell precursors rather than from mature B cells. Further, we assessed the contribution of AID to B cell lymphomagenesis in λ-MYC mice by using a genetic tracer of historical AID expression. Only a fraction of tumors contained cells of GC origin as defined by AID expression. AID-experienced tumors associated with longer survival and resembled mature B cell lymphomas. Thus, AID expression defines Burkitt lymphomagenesis in λ-MYC mice.

## 1 Introduction

About 95% of human lymphomas originate from B cells, many of which arise from mature B cells that have undergone the germinal center (GC) reaction. Lymphomas in this category include follicular lymphoma, diffuse large B cell lymphoma, and Burkitt lymphoma (BL) (1). GCs are microanatomical structures formed in secondary lymphoid organs upon B cell stimulation during the immune response and are the sites of secondary antibody (Ab) diversification, which is key to the efficiency of the immune response and underlies the mechanism of action of most vaccination strategies. In GCs, B cells proliferate, modify their immunoglobulin (Ig) genes by somatic hypermutation (SHM), are selected by affinity maturation, and terminally differentiate into memory B cells and plasma cells (2–6). Secondary antibody diversification, which includes SHM and class switch recombination, are initiated by activation-induced deaminase (AID) (7, 8) through the deamination of cytosine residues on Ig genes (9). SHM introduces changes in the variable region of Ig genes, generating related clones of B cells with subtly altered antigen binding capabilities. Those B cells where mutations improve the affinity for the triggering antigen are positively selected in a process called affinity maturation. Class switch recombination is a region-specific recombination reaction that exchanges the primary Cµ constant region encoding IgM by one of the downstream constant regions to give rise to IgG, IgE or IgA. B cells exiting the GC differentiate into high-affinity antibody-secreting plasma cells or memory B cells, which are ready to rapidly respond to re-exposures to the same antigen (10). However, AID can also target other genomic regions, giving rise to mutations (11–13) and chromosome translocations, with major implications for oncogenic transformation (14, 15).

A key regulator in B cell lymphomas is the c-MYC transcription factor, whose deregulated expression is commonly associated with unfavorable prognosis. *c-MYC* is a proto-oncogene that regulates diverse processes such as cell proliferation, cell-cycle progression, the DNA damage response, and apoptosis (16). *c-MYC* was initially identified in BL in the t(8;14) (q24;q32) translocation, which triggers deregulated expression of the c-MYC driven by Ig regulatory elements. *c-Myc-Igh* translocations are dependent on AID activity, being absent in AID-/- B cells (14, 15); in line with this, AID depletion delays lymphoma onset (14, 17). Off-target AID activity is thus crucial for neoplasia formation, establishing a direct link between the GC reaction and B cell lymphomagenesis.

Several transgenic mouse lines have been generated to model pro-tumoral c-MYC overexpression during B cell development under the control of different Ig enhancers. Early on, the Eμ-myc transgenic mouse line was generated by introducing a translocation isolated from a mouse plasmacytoma in which the *c-myc* gene had become coupled to the Ig heavy chain enhancer (18). Eμ-myc mice develop immature and very aggressive B-cell lymphoma and leukemia (19). Later, λ-MYC transgenic mice were developed with a translocated *MYC* gene from a human BL line, placed under the control of Igλ chain regulatory sequences in order to trigger deregulated *c-MYC* expression driven by enhancer elements of the Igλ light chain (20). In the initial description of the model, λ-MYC mice were reported to develop mature B cell lymphomas that share several features with human BL, with a lifespan ranging from 38 to 216 days (20). Subsequently, tumors developed in λ-MYC mice were defined as pre-GC tumors based on the absence of SHM and of the GC-transcriptional regulator *Bcl6* (17). Here, we performed an in-depth characterization of the λ-MYC mouse model, using a genetic tracer to track AID-experienced cells. Young, pre-tumor stage λ-MYC mice showed a prominent block in early B cell differentiation that resulted in the generation of highly aggressive tumors lacking surface BCR expression. Our analysis further showed that the λ-MYC mouse model is heterogeneous, developing at least three types of tumors that differ in aggressiveness and lethality. Only a fraction of the tumors contained AID-experienced cells, which typically represented a minor population within the tumor. Interestingly, mice harboring AID-experienced tumors had higher overall survival, and AID-experienced cells recapitulated the signature of GC and post-GC derived B cell lymphomas. Thus, AID expression associates with the molecular features of mature B cell neoplasia in the mouse.

## 2 Materials and methods

### 2.1 Mice

Male and female mice were used in all experiments. Mice analyzed in this study were at least 4 weeks old and were kept under specific-pathogen-free conditions. All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enacted in Spanish law under RD 53/2013. The procedures were reviewed by the CNIC Institutional Animal Care and Use Committee and approved by the Community of Madrid.

*AicdaCre^+/ki^* mice (15, 21) and *Rosa26tdTom^+/ki^* mice were obtained from the Jackson Laboratory (007770 and 007909) and were crossed to generate *AicdaCre^+/ki^;R26tdTom^+/ki^* mice. λ-MYC mice (*λ-MYC^+/TG^*) (20) were then bred to *AicdaCre^+/ki^;R26tdTom^+/ki^* mice to generate *λ-MYC^+/TG^*;*AicdaCre^+/ki^;R26tdTom^+/ki^* mice, hereafter λ-MYC Tom^+/ki^ mice. For the kinetics experiments, we included only pre-tumor stage mice without signs of disease. For all other experiments, mice were monitored twice a week for lymphoma development until visible signs of disease appeared. Mice were sacrificed when moribund, and the spleen and lymph nodes were collected and analyzed. We define tumor cells as those originated from sick mice harboring severe enlargement of lymph nodes with massive B cell infiltration.

### 2.2 Flow cytometry

Mice were sacrificed, and spleen, lymph nodes, femurs, and tibias were extracted and conserved on ice in PBS supplemented with 2% FBS. Cell suspensions were generated, depleted of erythrocytes by incubation with ACK Lysing Buffer (Lonza, 10-548E), and then incubated with anti-mouse CD16/CD32 antibodies (eBiosciences) to block Fc receptors. Cells were stained with combinations of the following fluorochrome-conjugated antibodies: B220-BV421/FITC (RA3-6B2, BD Horizon), CD19-APCeF780 (ID3, eBiosciences), CD25-APC (PC61.5, Tonbo Biosciences), GL7-FITC (BD GL-7, Pharmingen), GL7-PerCP-CY5.5 (GL-7, Biolegend), IgD-Biotin (11-26, Southern Biotech), IgD-FITC (11-26c.2a, BD Pharmingen), IgM-APC/FITC (IL/41, BD Pharmingen), ST-BV421/PE-CY7 (BD Biosciences) Finally, a viability marker was added to the labeled cell suspension.

Intracellular stainings were performed using the Foxp3/Transcription Factor Staining Buffer Set (eBioscience, 00-5523-00). After FC blocking, cell-surface antigens were stained with selected fluorochrome-conjugated Abs and the viability marker. Cells were additionally fixed with 1% paraformaldehyde for 40 minutes on ice to prevent leakage of Tomato fluorescent proteins. Subsequently, cells were fixed and permeabilized according to the manufacturer’s standard protocol, and stained intracellularly with c-MYC (D84C12, Cell Signaling) or KI67 (SP6, Abcam) and GARAB-AF647 (Life Technologies) secondary antibody. Samples were acquired with LSRFortessa or FACSCanto instruments (BD Biosciences), and data were analyzed with FlowJo V10.4.2 software.

### 2.3 RT-qPCR

Bone marrow (BM) and spleens were harvested from four 8-week-old mice (two λ-MYC and two WT controls), and RNA was extracted from FACS-sorted BM populations (Pre-Pro-B [B220+CD19-], Pro-B [B220+CD19+IgD-IgM-CD25-], Pre-B [B220+CD19+IgD-IgM-CD25+], and immature B cells [B220+CD19+IgD-IgM+CD25-]) and from recirculating splenic B cells obtained by immunomagnetic negative selection with CD43 MACS Microbeads (Miltenyi Biotec-CD43 (Ly-48) Microbeads Mouse). cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems) and quantified by SYBR green assay (Applied Biosystems) with normalization to GAPDH expression. The following primers were used: *GAPDH* (forward) 5′-TGA AGC AGG CAT CTG AGG G-3′, (reverse) 5′-CGA AGG TGG AAG AGT GGG AG-3′; mouse *c-Myc* (forward) 5’ GAG CTC CTC GAG CTG TTT GA 3’, (reverse) 5’ AGT TCA CGT TGA GGG GCA TC 3’; human c-MYC (forward) 5’ GGA CCC GCT TCT CTG AAA GG 3’, (reverse) 5’ GAG GCT GCT GGT TTT CCA CTA 3’.

### 2.4 Bulk RNA-sequencing

Two λ-MYC Tom^+/ki^ mice harboring IgM+Tom+ tumors were analyzed by RNA-sequencing. From each mouse, B220+IgM+Tom+ (Tom+) and B220+IgM+Tom- (Tom-) splenocytes were purified using a Sy3200 Cell Sorter (SonyBiotechnology). Total RNA was extracted using the PicoPureTM RNA Isolation Kit (ThermoFisher Scientific), and barcoded RNA-seq libraries were generated using the NEBNext RNA Library preparation kit (Illumina). Library size was measured using the Agilent 2100 Bioanalyzer DNA 1000 chip. Libraries were sequenced with a HiSeq2500 sequencer (Illumina) to generate 60-base single reads. FastQ files for each sample were obtained using CASAVA v1.8 software (Illumina). Sequencing reads were pre-processed with a pipeline that used FastQC (22) to assess read quality and Cutadapt (23) to trim sequencing reads (eliminating Illumina adaptor remains) and to discard reads < 30 bp. The resulting reads were mapped against the mouse transcriptome (GRCm38, release 76) and quantified using Salmon algorithm (24). Data were then processed with a differential expression analysis pipeline that used Bioconductor package EdgeR (25) for normalization and differential expression testing of paired samples with quasi-likelihood F-*test* (QLF). Differentially expressed genes (DEGs) between Tom+ and Tom- were selected based on an adjusted P-value < 0.05. Pathway enrichment analysis was done with Ingenuity Pathway Analysis with DEGs with an absolute FC>1.2. Hierarchical clustering was performed using the average linkage method based on Euclidian distance (Genesis 1.7.7) and the significantly DEGs were identified by ANOVA (26). GSEA was performed with pre-ranked log fold-change values between Tom+ and Tom- lymphoma cells and the gene set PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_DN (17).

### 2.5 Statistical analysis

Data are presented as means ± standard deviation. Statistical analysis was performed in GraphPad Prism (version 8.0.2 for Windows, GraphPad Software, La Jolla California USA, www.graphpad.com). Normality of the data was assessed with the D’Agostino & Pearson normality test. For data with a Gaussian distribution, two-tailed unpaired Student t test was used when comparing two experimental groups and one-way ANOVA when comparing three experimental groups. For survival analysis, Kaplan-Meier curves were generated and compared using the log-rank (Mantel-Cox) test. Differences were considered statistically significant at P < 0.05.

## 3 Results

### 3.1 Abnormal B cell differentiation in the bone marrow of pre-tumor λ-MYC mice

To study the role of AID in MYC-driven lymphomas, we made use of the λ-MYC model, a transgenic mouse model of MYC-driven lymphomagenesis where a translocated *MYC* gene from a human BL line was placed under the control of λ chain regulatory sequences (20). To evaluate the effect of c-MYC overexpression in this mouse model, we first studied B cell development in the bone marrow (BM) of young, pre-tumor stage λ-MYC mice, defined as mice that do not show tumoral masses or signs of disease (**Figure 1**). WT littermates (*λ-MYC^+/+^*) were used as controls (hereafter, controls). At 4-8 weeks of age, λ-MYC mice had a significantly higher proportion of B220+ B cells, but this difference was not seen in older mice (**Figure 1A**). At 8 weeks of age, λ-MYC mice had a markedly elevated proportion of Pro-B cells, whereas all other populations were underrepresented (**Figure 1B**). Very similar differences were found when absolute numbers, rather than proportions, were assessed (**Figure 1C**), indicating that B cell differentiation is severely altered in λ-MYC mice.

**Figure 1:**
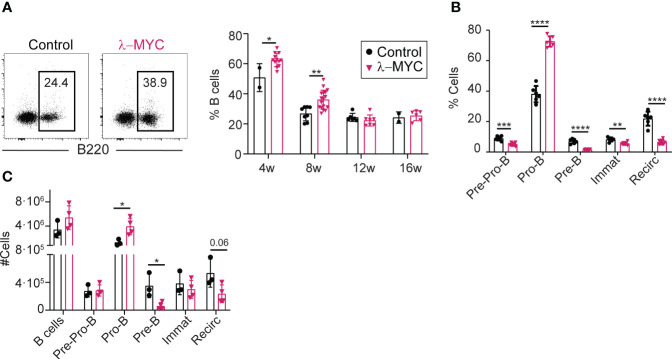
Abnormal B cell differentiation in the bone marrow of pre-tumor stage λ-MYC mice. **(A)** Representative flow cytometry plots (8-week-old mice) and quantification of B cells at different time-points in the BM of control (4w, n = 2; 8w, n = 8; 12w, n = 6; 16w, n = 2) and λ-MYC (4w, n = 12; 8w, n = 17; 12w, n = 7; 16w, n = 6) mice. **(B)** Quantification of B cell (B220+) populations in BM from 8-week-old control (n = 6) and λ-MYC (n = 6) mice: Pre-Pro-B (B220+CD19-), Pro-B (B220+CD19+IgD-IgM-CD25-), Pre-B (B220+CD19+IgD-IgM-CD25+), immature (B220+CD19+IgD-IgM+CD25-), and recirculating (B220+CD19+IgD+). **(C)** Absolute numbers of the B cell subsets shown in panels **(A, B)** from three control and four λ-MYC 8-week-old mice. Data presented as means ± standard deviation and analyzed by unpaired t test. *P<0.05, **P<0.01, ***P<0.001, and ****P<0.0001.

To further characterize BM differentiation in pre-tumor stage λ-MYC mice, we analyzed the expression of c-MYC protein and RNA (**Figures 2A-C**). The proportion of c-MYC-expressing B cells was 5-fold higher in λ-MYC BM, as measured by flow cytometry (**Figure 2A**). c-MYC overexpression was detectable as early as the Pre-Pro-B cell stage, and the proportion of c-MYC expressing cells differed among the different B cell differentiation subsets (**Figure 2B**). RT-qPCR analysis detected *c-MYC* transgene expression from the Pre-Pro-B cell stage, with a near constant expression level at all differentiation stages in the BM (**Figure 2C**). In contrast, transcription of endogenous *c-Myc* in control mice showed a transient sharp decline at the Pre-B cell stage (**Figure 2C**). Thus, transgenic *c-MYC* overexpression occurs very early and is sustained in BM B cell precursors of λ-MYC mice, while endogenous c-MYC protein is regulated during B cell differentiation.

**Figure 2:**
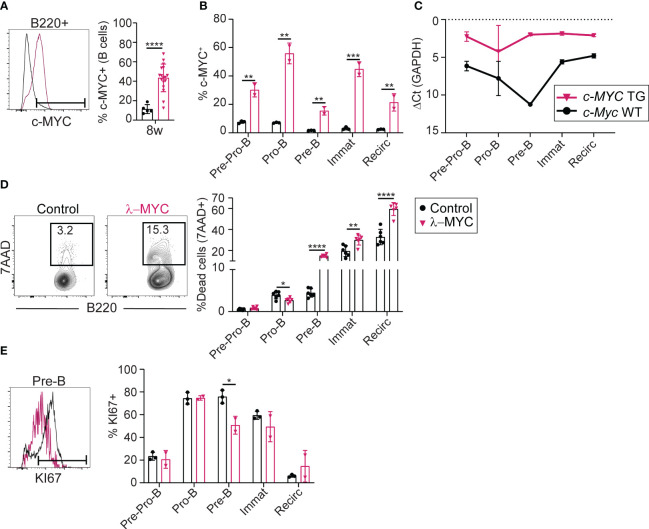
The *c-MYC* transgene is expressed very early in B cell differentiation **(A)** Representative flow cytometry plot and quantification of c-MYC expression in B cells from the BM of 8-week-old control (n = 5) and λ-MYC (n = 17) mice. **(B)** Quantification of c-MYC expression in B cell (B220+) populations from 8-week-old control (n = 3) and λ-MYC mice (n = 2). **(C)** RT-qPCR analysis of endogenous (c-*Myc* WT) and transgenic (c-*MYC* TG) transcription in sorted B cell (B220+) populations (see **Figure 1**) from 8-week-old control (n =2) and λ-MYC mice (n = 2). **(D)** Representative flow cytometry plot and quantification of dead 7AAD+ cells in the BM of 8-week-old control (n = 3) and λ-MYC (n = 2) mice. **(E)** Representative flow cytometry plot and quantification of proliferating Ki-67+ cells in the BM of 8-week-old control (n = 3) and λ-MYC (n = 2) mice. Data presented as means ± standard deviation and analyzed by unpaired t test. *P<0.05, **P<0.01, ***P<0.001, and ****P<0.0001.

We next analyzed cell death and proliferation during early B cell differentiation in pre-tumor stage λ-MYC mice. Pro-B cells from λ-MYC mice showed increased survival compared with controls (**Figure 2D**), but the proportion of proliferating Pro-B cells was unaltered (**Figure 2E**). In contrast, viability and proliferation were both sharply reduced in λ-MYC Pre-B cells (**Figures 2D, E**). B cell survival was also compromised at immature and recirculating B cell subsets (**Figure 2D**) of λ-MYC mice. These data indicate that pre-tumor stage λ-MYC mice have dramatic alterations in B cell differentiation, at least in part due to a strong block at the Pro-B cell stage. This block associates with increased survival of Pro-B cells, together with compromised survival at later developmental stages and reduced Pre-B cell proliferation.

### 3.2 B cell lymphopenia in secondary lymphoid organs of pre-tumor stage λ-MYC mice

We next analyzed the effect of c-MYC overexpression on peripheral B cell populations. The splenic B cell population in pre-tumor stage λ-MYC mice was significantly reduced relative to controls, both as a proportion of the total splenocytes (**Figures 3A**; **S1A**) and in terms of absolute numbers (**Figure 3B**). The lymphopenia in λ-MYC mice was accompanied by a lack of IgM and IgD expression in a considerable proportion of splenic B220+ cells (hereafter, Ig- cells), with the Ig- population being more prominent at 4 weeks of age and decreasing thereafter (**Figures 3C**; **S1B**). In 4-week-old λ-MYC mice, all Ig- splenic B cells expressed either GL7 or CD43 (**Figure S2A**), markers of distinct subsets during early B cell differentiation in the BM (27, 28). These results indicate that early B cell progenitors accumulate in the spleens of young λ-MYC mice.

**Figure 3:**
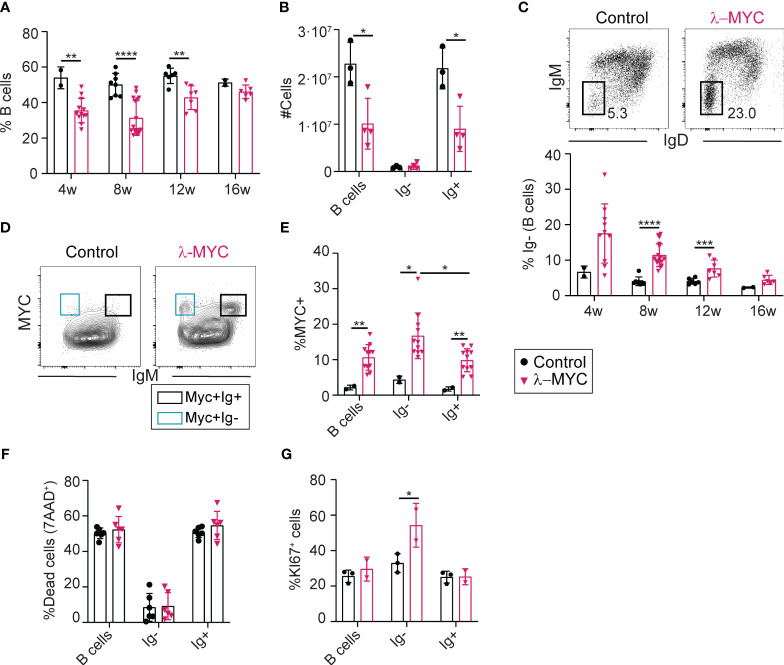
Reduced numbers of B cells in the spleen of λ-MYC mice. **(A)** Quantification of splenic B cells (B220+) in control (4w, n = 2; 8w, n = 8; 12w, n = 6; 16w, n = 2) and λ-MYC (4w, n = 12; 8w, n = 17; 12w, n = 7; 16w, n = 6) mice at the indicated time points. **(B)** Absolute numbers of B cells, IgM-IgD- B cells, and cells expressing IgM and/or IgD in the spleen of 8-week-old control (n = 3) and λ-MYC (n = 4) mice. **(C)** Representative flow cytometry plots and quantification of the proportion of IgM-IgD- B cells (Ig-) in the spleen of control and λ- mice from panel **(A)**. **(D)** Representative flow cytometry plot of IgM and c-MYC expression in B cells of control and λ-MYC mice. **(E)** Quantification of c-MYC+ cells as a percentage within B220+ B cell, Ig- B cell, and Ig+ B cell populations in the spleen of 8-week-old control (n = 2) and λ-MYC (n = 11) mice. **(F)** Quantification of dead cells (7AAD+) in the spleen of 8-week-old control (n = 6) and λ-MYC (n = 6) mice. **(G)** Quantification of proliferating KI67+ cells in the spleen of 8-week-old control (n = 3) and λ-MYC (n = 2) mice. Data presented as means ± standard deviation and analyzed by unpaired t test. *P<0.05, **P<0.01, ***P<0.001, and ****P<0.0001.

Flow cytometry analysis of c-MYC expression in peripheral B cells identified two clearly distinct c-MYC+ cell populations in 8-week-old λ-MYC mice that differed in the surface expression of IgM/ (MYC+Ig- and MYC+Ig+), whereas wild type controls were lacking these populations (**Figure 3D**). The c-MYC+ population accounted for about 10% of total B cells in the spleen (**Figure 3E**) and close to 5% in the lymph nodes (**Figure S2B**), with c-MYC expression more prevalent in the Ig- splenic B cell population (**Figures 3E**; **S2B**).

To gain insight into the phenotypic differences between splenic B cells of λ-MYC and control mice, we analyzed cell death and proliferation by flow cytometry (**Figures 3F, G**). In contrast to BM (**Figure 2D**), there were no between-genotype differences in B cell survival in the spleen (**Figure 3F**). However, the proportion of proliferating Ig- cells was significantly higher in λ-MYC mice (**Figure 3G**), consistently with the idea that they contain a population of BM precursors. Together, these data indicate that deregulated c-MYC expression in λ-MYC mice leads to peripheral B cell lymphopenia resulting from defects in B cell generation at two different levels: impaired BM differentiation and aberrant migration of B cell precursors from the BM.

### 3.3 Heterogeneity of tumors developed in λ-MYC mice

To assess the specific role of AID in MYC-driven lymphomagenesis, we combined the λ-MYC lymphoma model with the *AicdaCre^+/ki^* and *R26tdTom^+/ki^* alleles (15, 21) (**Figure S3A**). The resulting *AicdaCre^+/ki^;R26tdTom^+/ki^; λ-Myc^+/TG^* mice (hereafter λ-MYC Tom^+/ki^) allowed genetic tracing of cells that had expressed AID throughout MYC-driven lymphoma generation. As controls, we used *AicdaCre^+/ki^;R26tdTom^+/ki^; λ-Myc^+/+^* littermates (hereafter, controls). Flow cytometry analysis showed the presence of Tom+ cells in the spleen and lymph nodes of pre-tumor stage λ-MYC Tom^+/ki^ mice and littermate controls (**Figure S3B**).

Flow cytometry analysis of splenocytes from sick λ-MYC Tom^+/ki^ mice revealed tumor heterogeneity, with one group of animals harboring tumors dominated by Ig- B cells (Ig- tumors), whereas others had tumors containing mostly Ig+ cells (Ig+ tumors) (**Figure 4A**). Ig- tumors presumably originated from early B cell precursors, and these mice had shorter survival, indicating a more aggressive phenotype (**Figure 4B**). Approximately one third of the Ig+ tumors (6/17) contained a fraction of AID-experienced cells, detected by Tomato expression (Ig+Tom+ tumors; >10% Tom+ B cells) (**Figure 4C**). The mice with Ig+Tom+ tumors had better overall survival (**Figure 4D**), suggesting that AID expression is associated with better prognosis in λ-MYC mice.

**Figure 4:**
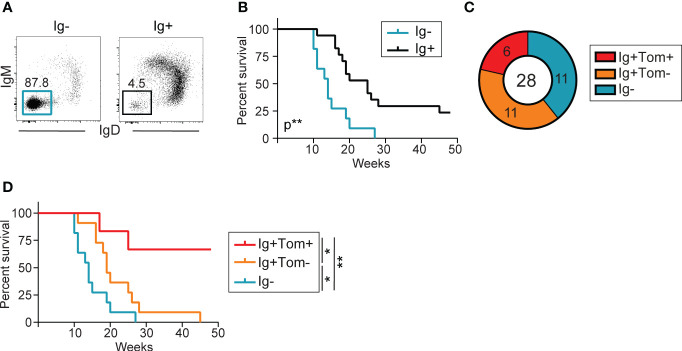
Low incidence of AID-experienced tumors in λ-MYC mice. **(A)** Representative flow cytometry plot of IgM and IgD expression in the splenic B cell populations of two mice, one harboring an Ig- tumor and the other an Ig+ tumor. **(B)** Kaplan-Meier survival curves for λ-MYC Tom+/ki mice harboring Ig- (n = 11) and Ig+ (n = 17) tumors and monitored over 48 weeks. **(C)** Pie chart showing the numbers and proportion of mice harboring IgM- (cyan), Ig+Tom- (orange), and Ig+Tom+ tumors (red) in all λ-MYC Tom^+/ki^ mice analyzed. **(D)** Kaplan-Meier survival curves for λ-MYC Tom+/ki mice harboring tumors from the three groups shown in **(C)** Data were analyzed by log-rank (Mantel-Cox) test. *P ≤ 0.05 and **P<0.01.

### 3.4 Tom+ and Tom- lymphoma cells are transcriptionally distinct

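In these mice, Tomato (Tom) marks B cells that have expressed AID, and the λ-MYC transgene drives the lymphomas. B220+ IgM+ splenocytes of 2 mice were sorted into Tom+ and Tom- cells, which gave 4 RNA-seq libraries, 1 of each kind per tumor, with no further replicates. The authors trimmed single reads with Cutadapt, quantified them with Salmon on the mouse transcriptome of GRCm38, and deposited the abundance of 34866 genes in transcripts per 1000000 (TPM). Each library sums to 1000000 TPM, so the number of reads behind a value is unknown and no interval for counting error can be given. The authors tested for differences with edgeR, which needs read counts, and these are not used here. The values were analyzed as log2(TPM + 1), a scale that understates changes of genes with a low TPM, over the 11339 genes with a TPM of at least 1 in at least 2 libraries. Tom+ cells were compared with Tom- cells of the same mouse by limma's moderated test with the tumor as a block, which leaves 1 residual degree of freedom per gene, and p-values were adjusted by the Benjamini-Hochberg method. Errors of fold changes are limma's standard errors (SE), and errors of list means are the SD between the tumors (n = 2). The gene sets of Ingenuity and MSigDB were not used here. Pathways were tested as lists of genes written from general knowledge of each pathway, with limma's two-sided camera test at an inter-gene correlation of 0.01, and the 8 pathway lists and 4 cell type lists were adjusted together. An exact permutation test within 2 pairs cannot give a p-value below 0.5, and one of 2 against 2 libraries cannot go below 0.333. Across genes, which are not independent replicates, the deviations of Tom- and Tom+ libraries of a tumor from the mean of their group correlated (Pearson's r = 0.626, Spearman's rho = 0.669). Immunoglobulin genes took between 5.35% and 9.76% of TPM per library, mitochondrial genes between 6.61% and 15.6%, and genes annotated as pseudogenes between 23.4% and 31.3%.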

To characterize the impact of AID expression on lymphoma B cells, we performed RNA-sequencing of IgM+Tom+ (Tom+) and IgM+Tom- (Tom-) B lymphoma cells isolated by flow cytometry from two tumors from two independent mice (tumors #1 and #2) (**Figures 5A, B**). Differential gene expression analysis between the Tom+ and Tom- samples was then used as the input for hierarchical clustering (**Figure 5C**) and pathway enrichment analysis (**Figure 5D**) with Ingenuity Pathway Analysis (IPA) software.

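In the deposited TPM values, 0 of the 11339 genes tested had an adjusted p-value below 0.05 between Tom+ and Tom- cells, and the smallest adjusted p-value from limma's test was 0.936. At an unadjusted p-value below 0.05, 231 genes were higher and 299 were lower in Tom+ cells, 530 in all, where 567 would be reached by chance. With only 2 pairs, a small p-value requires a similar change in both tumors, and all 530 genes changed in the same direction in both. This unadjusted count moved the most without the tumor block, to 140 genes. An unadjusted one-way analysis of variance per gene, also without the tumor term, gave 255 genes, 103 of them higher in Tom+ cells. Both fits without the tumor term leave the difference between the tumors in the error, so 567 is not their count by chance. Over all tested genes, the log2 fold change in tumor #1 did not correlate with that in tumor #2 (Pearson's r = 0.000285, Spearman's rho = 0.036, across genes, which are not independent replicates), and 5801 genes (51.2%) changed in the same direction. The SD of the log2 fold change across genes was 0.60 in tumor #1 and 0.79 in tumor #2. Among the 834 protein-coding genes with a mean TPM of at least 100, a subset chosen after seeing the data, r was 0.199 and 52.8% changed in the same direction.

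**Figure D1:**
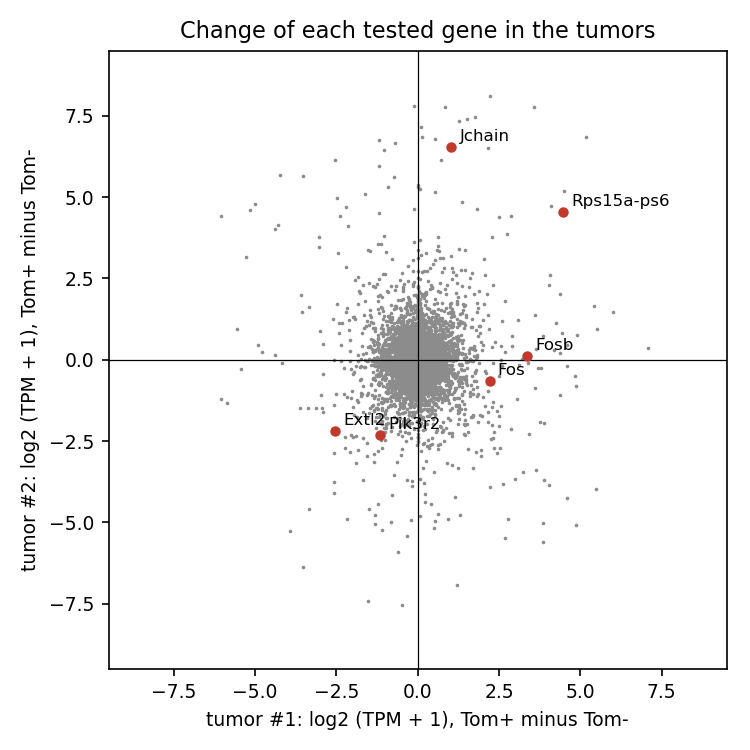
Difference in log2(TPM + 1) between Tom+ and Tom- cells in tumor #1 (horizontal axis) and tumor #2 (vertical axis), with 1 point for each of the 11339 genes tested. Points do not follow a diagonal (r = 0.000285), and 6 named genes are in red, among them Jchain, which rose mainly in tumor #2, and Fos and Fosb, which rose in tumor #1.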

**Figure 5:**
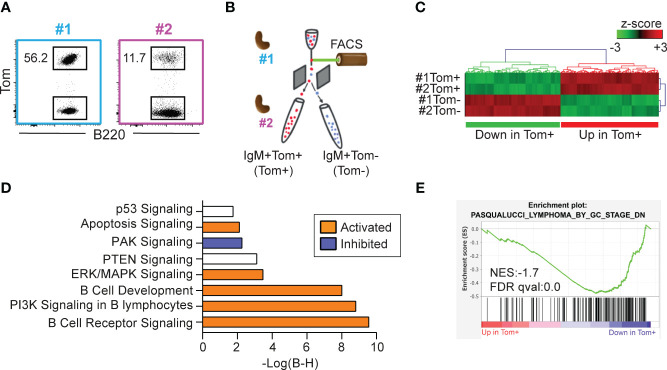
Tom+ and Tom- lymphoma cells are transcriptionally distinct. **(A)** Flow cytometry plots of the two IgM+Tom+ tumors (#1 and #2) selected for RNA-sequencing. The proportion of Tom+ cells within the B cell population is shown. **(B)** Experimental design: IgM+Tom+ (Tom+) and IgM+Tom- (Tom-) cells were isolated by flow cytometry from the spleens of two mice harboring IgM+Tom+ tumors. The four samples were analyzed by RNA-seq. **(C)** Heatmap showing hierarchical clustering of the 177 differentially expressed genes (DEGs) between Tom+ and Tom- cells (ANOVA). Expression values are presented as z-scores. **(D)** Pathway enrichment analysis (IPA) of DEGs between Tom+ and Tom- samples. **(E)** GSEA performed with pre-ranked log fold-change values between Tom+ and Tom- lymphoma cells and the gene set PASQUALUCCI_LYMPHOMA_BY_GC_STAGE_DN (17).

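Over all tested genes, 69.9% of the sum of squares of log2(TPM + 1) lay between the 2 tumors, 15.0% between Tom+ and Tom- cells, and 15.0% in the remainder, which is the part of the Tom+ and Tom- difference that was not shared by the tumors. Restricted to genes with a mean TPM of at least 5, the share between Tom+ and Tom- cells was 16.5% and the remainder was also 16.5%. The 5 genes with the smallest p-values among those higher in Tom+ cells of both tumors were Rps15a-ps6, Gm47250, Gm27152, Gm11084 and Gm49275, and 4 of them are annotated as pseudogenes. Rps15a-ps6 (chromosome 11, 6172644 to 6173036 of GRCm38) was listed at 0 in Tom- cells of both tumors and at 21.3 and 22.4 TPM in Tom+ cells of tumors #1 and #2. Its p-value from limma's test was 0.000144 before and 0.936 after adjustment. The 5 with the smallest p-values among those lower in Tom+ cells were Gm36964, Extl2, Gm28995, 1810043G02Rik and Gm15198. Extl2, which encodes a glycosyltransferase (chromosome 3, 116007462 to 116029017), fell from 22.1 to 2.99 TPM in tumor #1 and from 27.4 to 5.18 TPM in tumor #2, a log2 fold change of -2.37 (SE 0.20, adjusted p = 0.936). The uncharacterized protein-coding gene 1810043G02Rik fell from 11.9 to 1.73 TPM and from 8.76 to 0.871 TPM (log2 fold change -2.31, SE 0.21, adjusted p = 0.936). How the authors' quantification divided reads between the pseudogenes in both groups and similar genes is not known, so their TPM is uncertain.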

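The list of pro-apoptotic genes, which holds BH3-only factors, caspases and other effectors, had 22 tested members, with a mean log2 fold change in Tom+ cells of -0.077 ± 0.086 (SD, n = 2 tumors). The mean was -0.017 in tumor #1 and -0.14 in tumor #2, 2 members were higher and 5 lower in Tom+ cells of both tumors, and the adjusted p-value from camera was 0.635. Across the alternative settings it ranged from 0.427, without a filter on low TPM, to 0.912 with pre-ranked GSEA. The members with the largest changes were Endog, with a log2 fold change of -0.69 (SE 0.47, adjusted p = 0.936), which rested on tumor #2 (0.053 in tumor #1 and -1.44 in tumor #2), and Bmf, with -0.60 (SE 0.28, adjusted p = 0.936) from -0.98 and -0.22. For death receptor signaling, 14 members were tested. Their mean was -0.050 ± 0.085, from 0.0099 in tumor #1, which turned to -0.0027 with trimmed-mean scaling, and -0.11 in tumor #2 (adjusted p = 0.983). Nfkbia rose in both tumors (0.29 and 0.59), with an adjusted p-value of 0.936. The 26 tested members of the p53 list had a mean of 0.058 ± 0.072 (adjusted p = 0.186), 0.11 in tumor #1 and 0.0070 in tumor #2, with 9 members higher and 3 lower in both tumors. Atr (log2 fold change 0.67, SE 0.17) and Xpc (-0.60, SE 0.26) changed the most. Trp53 itself was at 86.2 and 99.5 TPM in Tom- and Tom+ cells of tumor #1 but at 0.087 and 0.145 TPM in tumor #2. The list of anti-apoptotic genes, which was adjusted among 6 additional lists, had a mean of 0.14 ± 0.13 over 9 members (adjusted p = 0.420), 0.049 in tumor #1, which turned to -0.0054 with quantile normalization, and 0.23 in tumor #2. Its largest changes were in Bcl2l2, with a log2 fold change of 0.75, and Bcl2l1, which fell in tumor #1 (-0.46) and rose in tumor #2 (1.16). In each of these lists, 0 members passed an adjusted p-value of 0.05, either over all genes or adjusted over the list alone, and 1 member, in the p53 list, had an unadjusted p-value below 0.05.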

Pathways significantly activated in Tom+ cells included the apoptotic signaling pathway and cell death receptor signaling (**Figure 5D**). 

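The PI3K list, with the catalytic and regulatory subunits, Akt kinases, mTOR components and proximal B cell kinases, had 25 tested members. Their mean log2 fold change was -0.12 ± 0.029 (SD, n = 2 tumors), with -0.10 in tumor #1 and -0.14 in tumor #2, and the mean stayed negative under each scaling of the libraries. In Tom+ cells of both tumors, 12 members were lower and 5 were higher, and the adjusted p-value was 0.524. Over the alternatives the adjusted p-value ranged from 0.316 to 0.840. With the Reactome set for PIP3 and AKT signaling in place of the list, 42 genes had a mean of -0.0047, and camera ranked the set on the other side of the remaining genes (adjusted p = 0.735). The largest change was that of Pik3r2, a regulatory subunit (chromosome 8, 70768176 to 70776713), which fell from 24.6 to 10.5 TPM in tumor #1 and from 27.1 to 4.62 TPM in tumor #2 (log2 fold change -1.74, SE 0.37, adjusted p = 0.936). Mtor rose from 7.80 to 11.4 TPM and from 12.0 to 18.7 TPM (log2 fold change 0.55, SE 0.18, adjusted p = 0.936). Pik3r2 and Mtor were the 2 members with an unadjusted p-value below 0.05, and 0 members passed after adjustment over all genes or adjusted over the list alone. A list of 9 negative regulators of PI3K had 8 tested members with a mean of 0.057 ± 0.23 (adjusted p = 0.928), 0.22 in tumor #1 and -0.11 in tumor #2. Its largest changes were those of Phlpp1, which rose in tumor #1 (0.67) and hardly moved in tumor #2 (0.0065), and Inpp5d, which fell in both (-0.34 and -0.26). In this list 0 members had an unadjusted p-value below 0.05, and 0 passed adjusted over the list alone.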

The phosphatidyl-inositol tri-phosphate (PI3K) signaling pathway—an important signaling pathway activated in BL (29)—was activated in Tom+ cells. In addition, the negative regulator of the PI3K pathway PTEN was significantly deregulated. 

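The ERK/MAPK list, from Ras proteins and Raf and MEK kinases to their targets and feedback inhibitors, had 28 tested members with a mean log2 fold change of -0.078 ± 0.28 (SD, n = 2 tumors) and an adjusted p-value of 0.310 from camera, between 0.249 and 0.912 over the alternatives. The tumors differed in direction, with 0.12 in tumor #1 and -0.28 in tumor #2. With the Reactome set for the RAF and MAP kinase cascade in place of the list, 10 genes had a mean of -0.16 in tumor #1 and -0.18 in tumor #2 (adjusted p = 0.326). The positive mean of the list in tumor #1 rested on a few members, since its median there was -0.096. Fos rose from 16.4 to 79.2 TPM in Tom+ cells of tumor #1 and fell from 5.59 to 3.19 TPM in tumor #2 (log2 fold change 0.78, SE 0.82, adjusted p = 0.938). Map2k2, which encodes a MEK kinase, fell from 16.7 to 13.0 TPM and from 23.2 to 9.77 TPM (log2 fold change -0.75, SE 0.29, adjusted p = 0.936). In both tumors 13 members were lower and 2 were higher in Tom+ cells. At an unadjusted p-value below 0.05 there were 3 members, and 0 passed over all genes or adjusted over the list alone.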

Other important signaling pathways such as ERK/MAPK were significantly activated in Tom+ cells. Likewise, B cell receptor signaling, and B cell development pathways were active in Tom+ cells. On the other hand, PAK signaling pathway was inhibited in Tom+ lymphoma cells compared to Tom- cells.

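The B cell receptor list had 33 tested members, from Cd79a and Cd79b to proximal kinases, adaptors, inhibitory receptors and transcription factors. Their mean log2 fold change was -0.10 ± 0.0041 (SD, n = 2 tumors), with -0.11 in tumor #1 and -0.10 in tumor #2. The tumors were this close with the TPM as deposited only. The means were -0.12 and -0.078 with trimmed-mean scaling, -0.093 and -0.051 with quantile normalization, and -0.11 and -0.034 with immunoglobulin genes left out. In Tom+ cells of both tumors 18 members were lower and 3 were higher, while 12 went in opposite directions. The adjusted p-value from camera was 0.133. It ranged from 0.0487 without a filter on low TPM, still in the direction of lower expression, to 0.840 with pre-ranked GSEA, and was 0.172 with fry and 0.790 with an estimated correlation. Ptpn6, which encodes the inhibitory phosphatase SHP-1, fell from 466 to 371 TPM and from 637 to 404 TPM (log2 fold change -0.49, SE 0.14, adjusted p = 0.936). Itpr2 was nearly level in tumor #1 (-0.088) and rose in tumor #2 (1.14). The B cell development list, with antigen presentation and B lineage genes, had 22 tested members with a mean of -0.13 ± 0.13, from -0.22 in tumor #1 and -0.036 in tumor #2, the latter 0.0032 after quantile normalization. Its adjusted p-value was also 0.133 and ranged from 0.0199, with immunoglobulin genes left out, to 0.840, again in the direction of lower expression. The largest changes were those of H2-DMb2 (log2 fold change -0.54, SE 0.21) and H2-Eb1 (-0.50, SE 0.15), both lower in Tom+ cells of both tumors and both with an adjusted p-value of 0.936. Among the genes that the paper names, Ptprc had a log2 fold change of -0.35, Ighm of 0.32 and Ighd of 0.10, and Ighm and Ighd were higher in tumor #2 only. Unadjusted p-values below 0.05 were found for 2 members of the first list and 1 of the second, and in both lists 0 members passed over all genes or adjusted over the list alone.

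**Figure D2:**
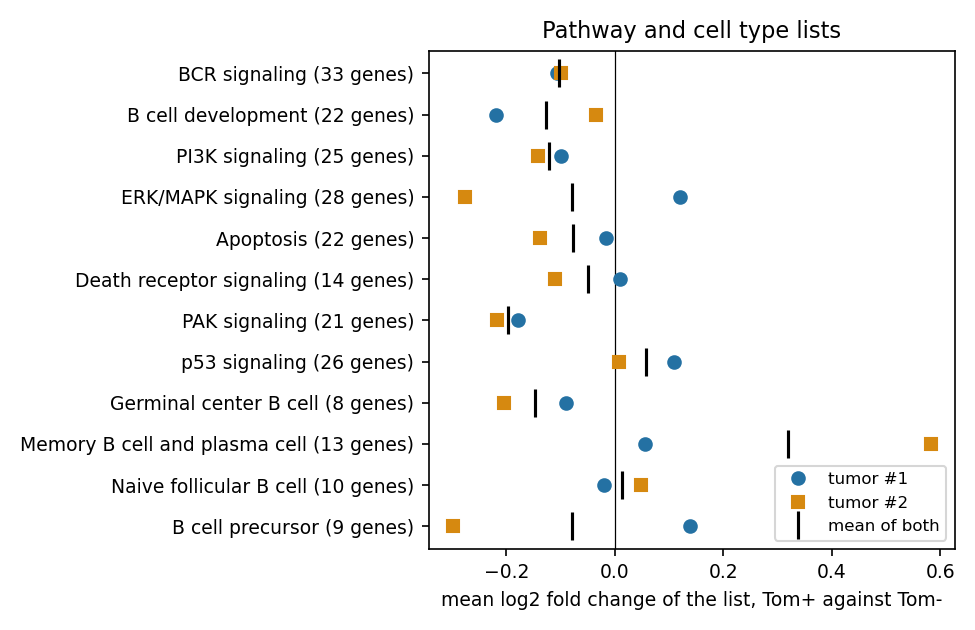
Mean log2 fold change between Tom+ and Tom- cells over the tested genes of each pathway and cell type list, for tumor #1 (circles), tumor #2 (squares) and the mean of both (bars). The means lie between -0.20 for the PAK list and 0.32 for the list of memory B cell and plasma cell genes, whose tumor #2 value is 0.58.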

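The PAK list, with p21-activated kinases, their upstream activators and their cytoskeletal targets, had 21 tested members with a mean log2 fold change of -0.20 ± 0.027 (SD, n = 2 tumors), -0.18 in tumor #1 and -0.22 in tumor #2, and a median of -0.082. In both tumors 10 members were lower and 3 higher in Tom+ cells. The adjusted p-value was 0.310, between 0.218 and 0.845 over the alternatives, each of which kept the negative direction. Nck2, an adaptor, fell from 7.23 to 1.42 TPM in tumor #1 and from 1.19 to 0.430 TPM in tumor #2 (log2 fold change -1.19, SE 0.39, adjusted p = 0.936). Limk1 hardly changed in tumor #1 (0.16) and fell in tumor #2 (-2.16). There were 2 members with an unadjusted p-value below 0.05, and 0 passed over all genes or adjusted over the list alone. Pak1 (ENSMUSG00000030774, chromosome 7, 97788541 to 97912381) was too low to be tested, at 0.268 and 0.138 TPM in Tom- and Tom+ cells of tumor #1 and 0.597 and 0.135 TPM in tumor #2.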

To further study the molecular identity of Tom+ and Tom- cells, we performed GSEA analysis using a set of genes that were downregulated in tumors from λ-MYC-IμBCL6 mice, defined as tumors of GC or post-GC origin, compared to tumors from λ-MYC, defined as pre-GC-origin tumors (17). 

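The gene set from the λ-MYC-IμBCL6 tumors was not used here. In its place, 4 lists of genes for stages of B cell differentiation were tested. The germinal center list had 8 members above the limit for testing, with a mean log2 fold change in Tom+ cells of -0.15 ± 0.080 (SD, n = 2 tumors, adjusted p = 0.949 from camera, between 0.360 and 0.999 over the alternatives). The mean was -0.091 in tumor #1 and -0.20 in tumor #2, and in Tom+ cells of both tumors 2 members were higher and 3 were lower. Neil1 rose (log2 fold change 0.45, SE 0.21) and Efnb1 fell (-1.26, SE 0.59), mainly in tumor #2. Bcl6, the defining factor of germinal center B cells, was at 0.0960 and 0.0760 TPM in Tom- and Tom+ cells of tumor #1 and at 0.121 and 0.386 TPM in tumor #2, too low to be tested. The list of memory B cell and plasma cell genes had 13 tested members and a mean of 0.32 ± 0.37 (adjusted p = 0.378, between 0.244 and 0.840), with 0.055 in tumor #1 and 0.58 in tumor #2. Jchain, which rose from 1.24 to 209 TPM in tumor #2 and from 0.330 to 1.72 TPM in tumor #1, had the largest part in this mean. The median over members was 0.15, and 7 of the 13 were higher and 3 lower in Tom+ cells of both tumors. Derl3 fell in tumor #1 (-1.33) and was level in tumor #2 (0.046). The list for naive follicular B cells had 10 tested members and a mean of 0.013 ± 0.048 (adjusted p = 0.983), -0.021 in tumor #1 and 0.048 in tumor #2, with Cxcr5 higher, mainly in tumor #2 (0.041 and 0.98), and Foxp1 lower (-0.25). For B cell precursors, 9 members had a mean of -0.080 ± 0.31 (adjusted p = 0.609), with 0.14 in tumor #1 and -0.30 in tumor #2. Vpreb3 fell from 62.8 to 46.7 TPM and from 242 to 148 TPM (log2 fold change -0.56, SE 0.15, adjusted p = 0.936), and Spn fell in both tumors as well (-0.45, SE 0.19). In these lists 1 member, Vpreb3, had an unadjusted p-value below 0.05, and 0 passed over all genes or adjusted over the list alone.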

Interestingly, these genes were significantly downregulated in Tom+ cells compared to Tom- cells (**Figure 5E**), indicating that Tom+ cells are transcriptionally similar to GC-derived tumors. Together, these results indicate that AID expression alone determines the transcriptional identity of the tumor cells with a hallmark signature distinctive of mature subtypes of B cell lymphomas.

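The mouse gene Myc was level between Tom- and Tom+ cells, at 38.1 and 39.3 TPM in tumor #1 and at 44.9 and 45.6 TPM in tumor #2 (log2 fold change 0.034, SE 0.14, adjusted p = 0.989 from limma). The transgene is a human MYC gene, and reads were quantified on the mouse transcriptome, so the level of the transgene was not measured. Whether any of its reads were counted for mouse Myc is not known. Mki67, a marker of proliferation, went from 65.1 to 74.8 TPM in tumor #1 and from 65.5 to 56.4 TPM in tumor #2 (log2 fold change -0.0065, SE 0.17, adjusted p = 0.997), and its small negative value turned to 0.023 with immunoglobulin genes left out. Il2ra was too low to be tested, at 0.0306 and 0.135 TPM in tumor #1 and 0.648 and 0.827 TPM in tumor #2, and Gapdh had a log2 fold change of -0.039, with opposite signs in the tumors (0.069 and -0.15). The proliferation list of 20 genes had a mean log2 fold change of -0.11 ± 0.16 (SD, n = 2 tumors, adjusted p = 0.360), 0.0058 in tumor #1, which turned to -0.0093 with trimmed-mean scaling and -0.0030 with immunoglobulin genes left out, and -0.22 in tumor #2, with Bub1 (-0.44) and Aurkb (-0.34) lower in both tumors. The list of 18 MYC targets had a mean of -0.017 ± 0.051 (adjusted p = 0.928), from 0.019 in tumor #1 and -0.054 in tumor #2. The mean was 0.023 after quantile normalization and 0.012 with immunoglobulin genes left out. Cad (-0.30) and Eif4e (0.26) changed the most in it, and Eif4e went in opposite directions, with -0.057 in tumor #1 and 0.59 in tumor #2. The interferon list of 14 tested genes had a mean of -0.036 ± 0.033 (adjusted p = 0.928), -0.013 in tumor #1 and -0.060 in tumor #2, with Usp18 lower (-1.13) and Rsad2 higher (1.06), the latter from 0.056 in tumor #1 and 2.07 in tumor #2. Usp18 was the 1 member of these 3 lists with an unadjusted p-value below 0.05, and 0 passed over all genes or adjusted over the list alone. From the differentially expressed genes, the enrichment of pathways among them (Fig. 5D) and the lower expression in Tom+ cells of genes that are also lower in tumors of germinal center origin (Fig. 5E), the paper concludes that AID expression determines the transcriptional identity of the tumor cells.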

## 4 Discussion

In this study, we examined the role of AID in MYC-driven lymphomagenesis by generating a reporter model of AID expression in the λ-MYC model of B cell lymphomagenesis. The original λ-MYC model was reported as a mouse model of Burkitt lymphoma in 2000 (20), and was later redefined as a model for pre-GC tumors (17). However, an in-depth characterization of the model was lacking.

Unexpectedly, we found that pre-tumor stage λ-MYC mice showed a marked block at the Pro-B cell stage, accompanied by a pronounced reduction in the subsequent Pre-B cell subset. Examination of secondary lymphoid organs in pre-tumor stage mice revealed B cell lymphopenia, with significantly reduced numbers of total and mature Ig+ B cells in spleen and lymph nodes. This phenotype roughly resembled pre-tumor stage Eμ-myc mice (30). In Eμ-myc mice, *c-myc* gene is coupled to the lymphoid-specific IgH enhancer Eμ. Since this lymphoid-specific enhancer is responsible for Cμ transcriptional activity prior to H locus rearrangement, Eμ-myc expression commences very early in B cell development (19). Accordingly, young Eμ-myc mice contained an abnormally expanded population of large B cell precursors and B cell differentiation was blocked at the Pre-B cell stage (31). In contrast, in λ-MYC mice MYC expression is driven by elements of the light chain and thus it would be expected to occur at a later stage, and not affect Pro-B cell subset. However, we found that in λ-MYC mice, transgenic MYC was expressed very early, with similarly elevated levels in Pro-B and Pre-B cells, suggesting that the Ig λ regulatory sequences included in the transgene are not sufficient to recapitulate the endogenous expression of the Ig light chain allele.

Notably, endogenous *c-Myc* expression was sharply reduced at the Pre-B cell stage in control mice. This is in agreement with the finding that, under normal conditions, *c-Myc* mRNA is detected during the maturation and expansion of Pro-B cells into Pre-B cells and is later only detectable in a fraction of mature B cells (32). Likewise, in a reporter model of endogenous c-Myc expression, GFP-c-Myc was only detectable in a fraction of Pro-B cells and was undetectable at subsequent differentiation stages (33). Downregulation of endogenous c-Myc could be due in part to repression of c-Myc expression by the pre-BCR (34). The failure of Pre-B cells in λ-MYC mice to downregulate *c-MYC* expression could explain the pro-apoptotic effect in this population and would indicate that downregulation of c-MYC expression is concomitant with differentiation of mature B cells. Thus, deregulated *c-MYC* expression in BM B cells results in a block at the Pro-B cell stage, associated with reduced survival and cell proliferation of Pre-B cells.

B cells require successful rearrangement of the Ig H and L chain gene loci and surface expression of the BCR in order to leave the BM and migrate to the periphery, where they undergo their final maturation steps in the spleen (35). However, B cells lacking surface BCR (Ig-) were overrepresented in the secondary lymphoid organs of pre-tumor stage λ-MYC mice. Interestingly, a large proportion of these cells expressed the GL7 marker, which defines distinct subsets of early differentiating B cells in the BM (28). GL7 is expressed in early proliferating B cells (28) and CD43 is expressed very early in differentiating B cells and is downregulated from the Pre-B cell stage (27, 36). Thus, we propose that B220+Ig-GL7+CD43- spleen cells represent a Pro-B/Pre-B population that is able to escape the BM and populate the secondary lymphoid organs of pre-tumor stage λ-MYC mice. Consistent with this idea, these cells are highly proliferative.

Independent studies of the role of AID in MYC-driven lymphomagenesis in Eμ-Myc mice have produced variegated results (37, 38), which could possibly be explained because the Eμ-Myc model is a model of pre-B/immature lymphoma (19), with mature B cell lymphomas accounting for only 19% of tumors. By using the λ-MYC Tom^+/ki^ model, we provide a more granular picture of c-MYC-driven B cell lymphomagenesis, and a characterization of λ-MYC mouse model that differs considerably from the original study (20). Our analysis reveals that Tom+ (AID-experienced) cells make only a minor contribution to tumors in these mice and that B cell lymphomas generated in the λ-MYC model originate from B cells at various maturation stages, with only a small fraction of them resembling BL. In the original study, tumors were described as IgM+ and pathologically resembled BL, although the analysis lacked full phenotypic characterization of tumors (20). In a later study, tumors in λ-MYC mice were defined as pre-GC (17). Our study shows that a large fraction of tumors in λ-MYC mice are immature and IgM-. Moreover, the use of Tomato fluorescent protein as a reporter of AID expression allowed us to precisely detect AID-experienced IgM+ tumors, revealing a complexity of mature tumors that would otherwise have passed unnoticed. Our results show that only a minor fraction of the tumors generated in λ-MYC mice recapitulate key features of the Burkitt pathology in humans.

The lower aggressiveness of tumors containing Tom+ IgM+ cells suggests that AID expression defines a distinct pathological entity, with lower aggressiveness than less mature Tom- tumors and Ig- tumors. This idea is supported by the differential pathway regulation between Tom+ and Tom- IgM+ cells. For example, the RNA-seq analysis detected elevated apoptosis in Tom+ tumors. In addition, pathway enrichment analysis showed that PI3K signaling pathway was significantly active in Tom+ cells, accompanied by inhibition of PAK signaling. PI3K signaling is a major proliferation and survival pathway deregulated in BL (29). PAK (p21 activated kinase) signaling has been previously described as a mechanism for promoting cell proliferation and cell invasion (39). In addition, PAK1 has been shown to be involved apoptosis inhibition (40).

In support of this notion, GSEA analysis of a gene set downregulated in GC/post-GC tumors (17) from λ-MYC/IμHABCL6 mice (41) revealed a strong association with the expression pattern found in Tom+ IgM+ tumors, whereas Tom- IgM+ cells were more similar to pre-GC tumors from λ-MYC mice. This reinforces the notion that λ-MYC mice generate different subtypes of B cell neoplasias. Further, our results indicate that AID-experienced lymphoma B cells have a distinct transcriptional identity typical of GC-derived subtypes of B cell lymphoma

AID-induced mutations and translocations are known to contribute to B cell lymphomagenesis (14, 15, 42, 43). In addition, AID expression has been linked to poor prognosis in hematological cancers (17, 44, 45). Thus, our finding of that AID expression is a positive prognostic indicator in λ-MYC tumors is somewhat unexpected. This apparent contradiction could be explained by the etiology of the different tumor subtypes, i.e. immature B cell lymphomas are typically more aggressive than mature (AID-experienced) B cell lymphomas. One alternative explanation is that AID expression could increase the burden of non-synonymous mutations, resulting in the appearance of tumor neoantigens (neoAgs). NeoAg load has been proposed as a biomarker in cancer immunotherapy (46), as they could increase the immunogenicity of the tumor and favor its elimination (47, 48). Cancer immunotherapies, such as adoptive T cell therapy, personalized cancer vaccines, and immune checkpoint inhibition, in turn rely on understanding patient-specific neoAgs (49, 50). Recent studies have shown that AID-driven mutations can reduce B cell fitness (51) and that AID mutational load independently associated with a favorable outcome in immune-checkpoint inhibitors treated patients (52). The idea that AID could contribute to neoantigen generation and immunogenicity is thus an attractive hypothesis which deserves further investigation.

## Data availability statement

The datasets generated for this study can be found in the Gene Expression Omnibus repository (GSE239433).

## Ethics statement

All animal procedures conformed to EU Directive 2010/63EU and Recommendation 2007/526/EC regarding the protection of animals used for experimental and other scientific purposes, enacted in Spanish law under RD 53/2013. The procedures were reviewed by the CNIC Institutional Animal Care and Use Committee and approved by the Community of Madrid. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

CG-E: Conceptualization, Writing – original draft, Formal Analysis, Investigation, Methodology, Validation. EM-Z: Formal Analysis, Investigation, Methodology, Writing – review & editing. AR: Conceptualization, Funding acquisition, Project administration, Supervision, Writing – original draft.

# Supplementary material for: Activation-induced deaminase expression defines mature B cell lymphoma in the mouse
**Source:** Front Immunol. 2023 Sep 21;14:1268930. doi: 10.3389/fimmu.2023.1268930
**Supplement:** Supplementary file 1

Supplementary Material

Activation-induced deaminase defines a mature Burkitt-like lymphoma in the mouse

Carmen Gómez-Escolar^1^, Ester Marina-Zárate^1,2^, Almudena R. Ramiro^1^

# Supplementary Figures and Tables

## Supplementary Figure 1

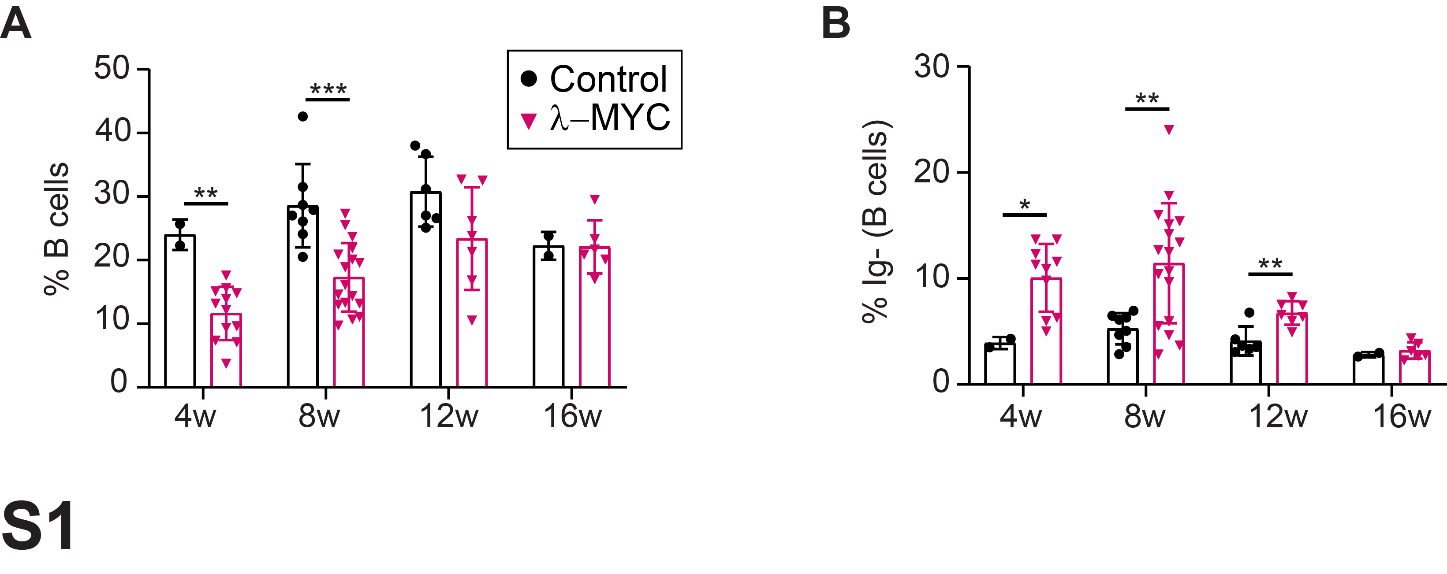

**Supplementary Figure 1. B cell lymphopenia in lymph nodes of pre-tumor stage λ-MYC mice.** (A, B) Quantification of B cells (B220+) (A) and Ig- B cells (B) in lymph nodes from λ-Myc+/+ (control) and λ-Myc+/TG (λ-MYC) mice. Data were analyzed by unpaired t test. *P<0.05, **P<0.01, and ***P<0.001.

## Supplementary Figure 2

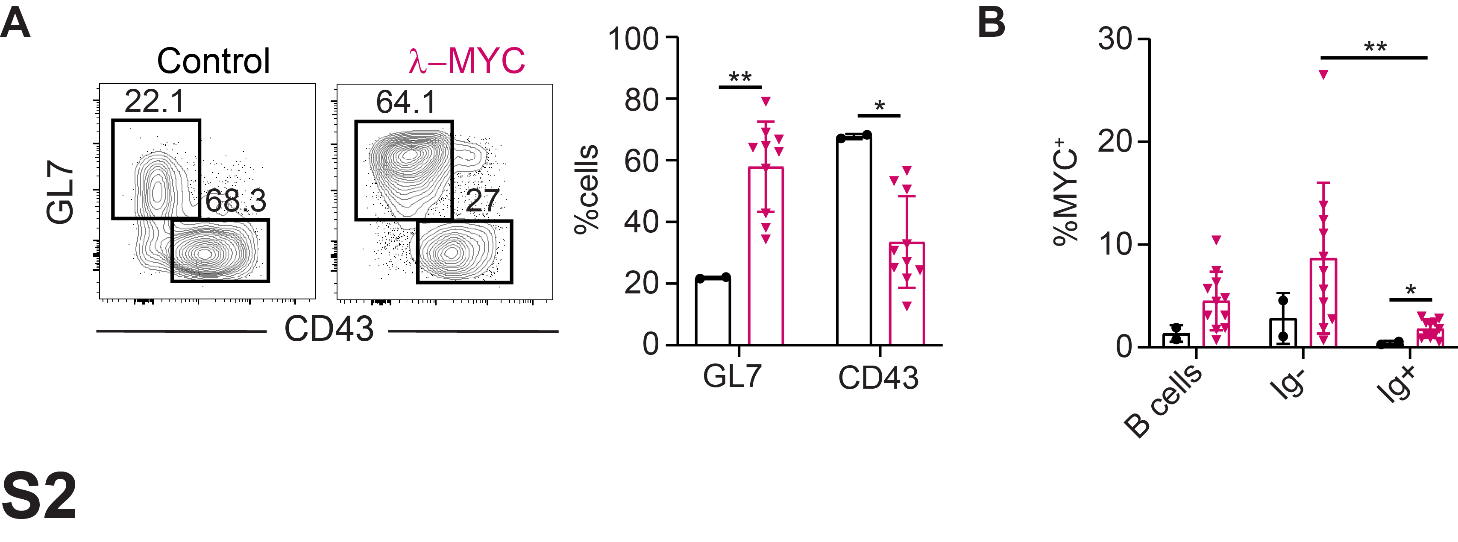

**Supplementary Figure 2. Characterization of Ig- cells in secondary lymphoid organs of pre-tumor stage λ-MYC mice (A)** Representative flow cytometry plots and quantification of GL7 and CD43 expression in Ig- splenic B cells from 8-week-old control and λ-MYC mice. (B) Quantification of MYC+ cells as a percentage of the total B cell, Ig+ B cell, and Ig- B cell populations in the lymph nodes of 8-week-old control and λ-MYC mice. Data were analyzed by unpaired t test. *P<0.05 and **P<0.01.

## Supplementary Figure 3

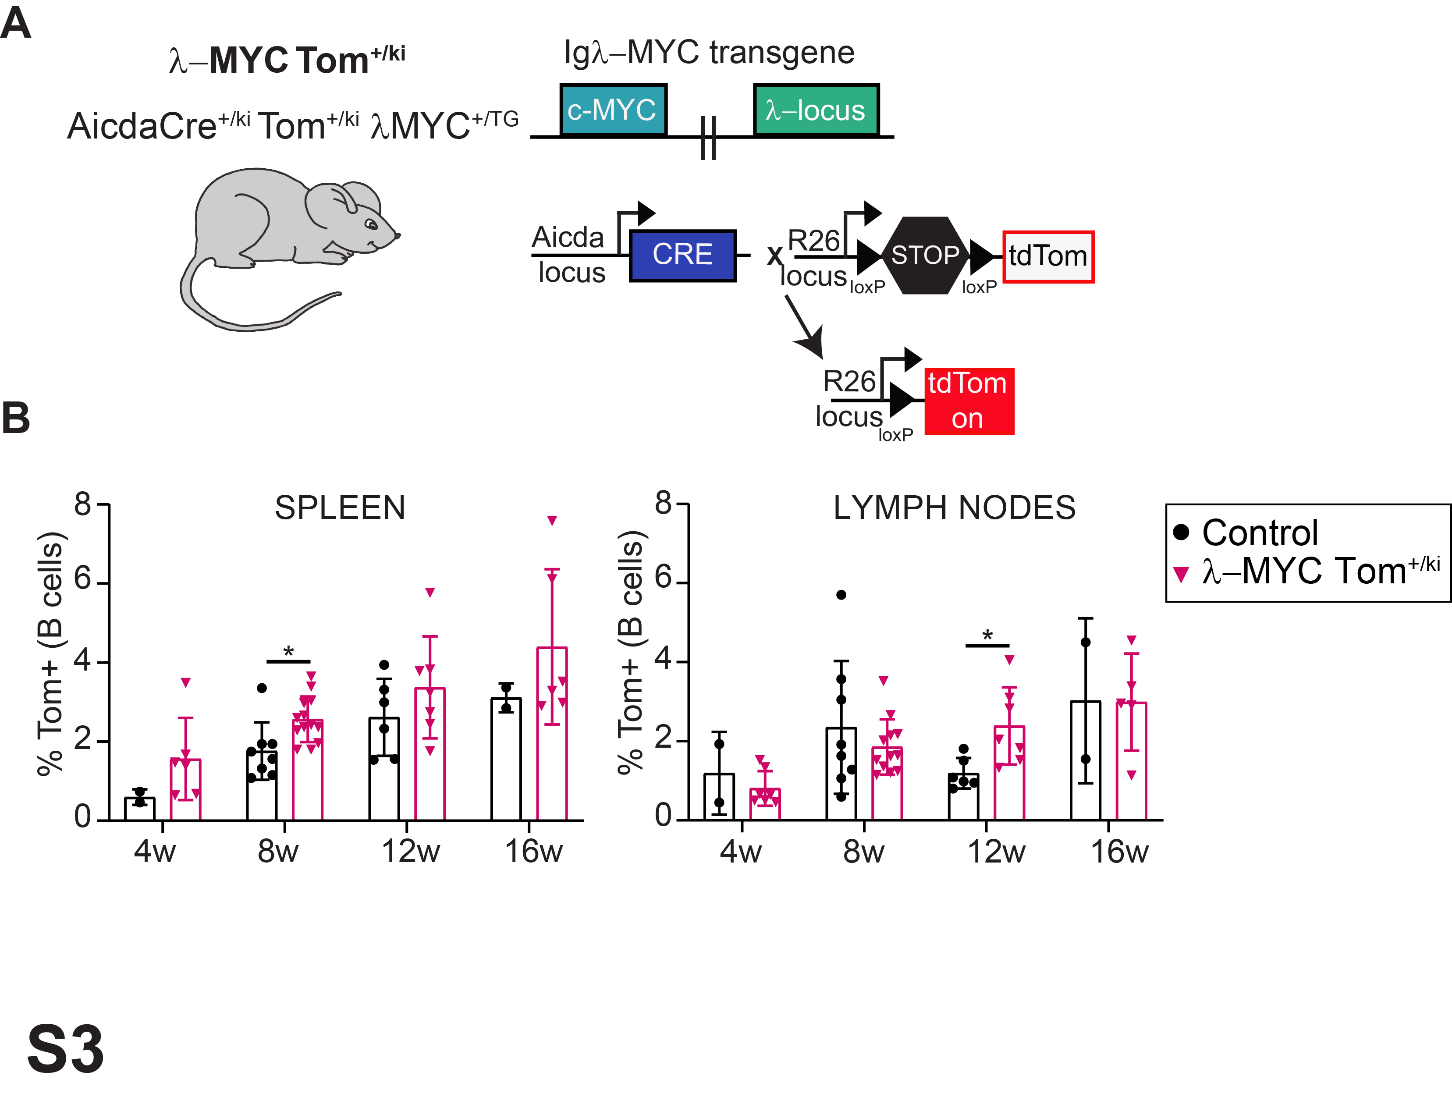

**Supplementary Figure 3. AID-experienced (Tom+) cells are detectable in the secondary lymphoid organs of pre-tumor stage λ-MYC Tom^+/ki^ mice. (A)** Genetic approach used to monitor AID-experienced cells during MYC-driven lymphomagenesis. In *AicdaCre^+/ki^Tom^+/ki^λ-MYC^+/TG^* mice (λ-MYC Tom^+/ki^), expression of endogenous AID drives expression of Cre recombinase, which in turn activates expression of the Tom fluorescent protein. **(B)** Quantification of the proportion of B cells expressing Tom fluorescent protein in the spleen and lymph nodes of control and λ-MYC Tom^+/ki^ mice. Data were analyzed by unpaired t test. *P<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

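The RNA-seq experiment compared B220+ IgM+ Tom+ and B220+ IgM+ Tom- splenocytes sorted from each of 2 λ-MYC mice with an IgM+ Tom+ tumor (tumors #1 and #2), 4 libraries in all. The other experiments of the paper, on flow cytometry, survival and transcript levels by PCR, were not analysed here. The authors removed adaptors and short reads with Cutadapt, quantified single reads with Salmon on the mouse transcriptome of GRCm38, and deposited 1 table of TPM per gene, without a filter, with 34866 genes and 4 columns. The values were checked against the unit. None is negative, all 4 columns hold fractions, and each sums to 1000000. The paper's text does not describe how transcripts were summed to genes. TPM keeps no record of the number of reads, so the depth of the libraries is unknown, no confidence interval for counting error is given, and a gene listed at 0 has no stated limit of detection. Annotation of type and position came from GENCODE M21 on GRCm38, which holds 34652 of the 34866 identifiers. The table holds identifiers that appear newer than the annotation release named in the paper's methods, a comparison made from general knowledge of the identifiers and not from that release, so the release behind the TPM values is uncertain.

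Values were analysed as log2(TPM + 1) for genes with a TPM of at least 1 in at least 2 libraries. Fold changes are on this scale, which understates changes of genes with low TPM. The test was limma 3.58.1 in R 4.3.3, with Tom status and the tumor as terms, empirical Bayes moderation with a variance trend (prior degrees of freedom 2.21, residual degrees of freedom 1), and Benjamini-Hochberg adjustment with a threshold of 0.05. Because the libraries of a tumor come from the same mouse, the tumor was kept as a block. The authors' test, edgeR's quasi-likelihood test of paired samples, was not run because it needs counts. Gene lists were tested with camera at an inter-gene correlation of 0.01, computed on the moderated statistics of the same fit converted to z, with the 8 pathway lists and 4 cell type lists adjusted together and 6 additional lists adjusted on their own. Camera was at first computed on the moderated statistics without conversion to z. This was corrected after those values had been seen, because the conversion is part of camera, and the earlier form is kept as an alternative. The only list with an adjusted p-value below 0.05 from camera, immediate-early and stress genes at 0.0305, had 0.880 with fry and 0.956 with an estimated correlation, and 0.167 with the earlier form. Agreement between the tumors was described with Pearson's r and Spearman's rho across genes, and the sum of squares was divided between the tumors, Tom status and the remainder. V gene usage was described as the share of each V gene in the summed TPM of heavy-chain or kappa V genes. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for tables, fgsea 1.28.0 for pre-ranked GSEA and matplotlib 3.10.9 for plots.

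The sample grouping, the tests, the gene lists, the genes to name and most alternatives were set before the data were examined. The genes to name were every gene the paper names, in each direction the 5 genes with the largest change among those past an adjusted p-value of 0.05 with the same sign in both tumors, or, where fewer than 5 passed, the 5 with the smallest unadjusted p-values, leaving out V, D and J segments, and in each list the members past that threshold and the 2 members with the largest absolute change. The values of some of these genes are not reported here. Other genes named in the text were chosen after their values were seen, namely Trp53 with its neighbors and Cdkn2a, Igha, and the V genes and plasma cell genes of the closing section. Alternatives were the fit without the tumor block, pseudocounts of 0.1 and 0.5, no filter, a mean TPM of at least 5, trimmed-mean scaling (30% of the log ratios and 5% of the levels trimmed at each end), quantile normalization, immunoglobulin genes left out, no variance trend, a robust prior, an added fold change limit of 1.2, an unadjusted one-way analysis of variance, each tumor left out, fry, an estimated correlation, pre-ranked GSEA and Reactome sets. For the agreement of the tumors and the shares of the sum of squares, trimmed-mean scaling, quantile normalization and subsets of protein-coding genes were added after seeing the data, as were the margins of 0.1 in r and 5 percentage points that count as a change there.

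The methods were tested on simulated data with 200 changed genes among 11339, at log2 fold changes of 2 or 3 in either direction. The outcome depended on the assumed spread. When each gene kept its own moderated spread, 195 of the 200 (97.5%) reached an adjusted p-value below 0.05, with 37 false calls. When the spread was drawn from the fitted prior, which holds more genes with a large spread, 0 of the 200 did so, although 194 (97%) had an unadjusted p-value below 0.05. At 0.1 of that spread, 199 (99.5%) were recovered with 11 false calls. The second form was added after the result of the first had been seen. The slope of the estimates on the simulated changes was 0.998 with the spread drawn from the prior. Calls were thus made with this number of libraries at some spreads and not at others.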

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

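The tests of the V gene pattern and all but 1 of the tests of the immediate-early pattern were chosen only after the results had been seen. Both patterns lie in genes that the paper does not discuss, and each was found in a single library.

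In Tom+ cells of tumor #2, 40.3% of heavy-chain V gene TPM was on 12 V genes that each took less than 0.1% in the Tom- cells of the same tumor. Jchain was at 209 TPM in these Tom+ cells, against 1.24 TPM in the Tom- cells, and Igha was at 31.0 TPM, against 0.207 TPM. The dominant V genes were shared. Ighv2-9 took 82.2% of heavy-chain V gene TPM in Tom- and 42.4% in Tom+ cells, Ighv12-3 took 16.2% and 8.36%, and the leading kappa V gene took 58.4% and 32.5% of kappa V gene TPM. The largest addition was Ighv1-82, with 17.0%, and 12 additional kappa V genes took 31.0%. In tumor #1, Tom- and Tom+ cells shared 94.1% of heavy-chain V gene usage and no V gene was added in this way, whereas in tumor #2 they shared 51.8%, and libraries of different tumors shared at most 3.26%. Reads of the dominant clone shared between V gene paralogs would be spread alike in both libraries of a tumor, an assumption that was not tested. Over all V genes, the Tom- and Tom+ cells of tumor #2 shared 51.8% of heavy-chain and 57.0% of kappa V gene usage. In tumor #1 they shared 94.1% and 98.1%. In tumor #2, 2 heavy-chain V genes took at least 1% in the Tom- cells but 14 in the Tom+ cells. The share of the additional V genes limits this overlap in advance. These values thus restate the pattern and cannot test the explanation by paralogs. RNA or cells of tumor #1 are argued against. Its 2 dominant kappa V genes were listed at 0 and took 0.00% of kappa V gene TPM in Tom+ cells of tumor #2. Its second heavy-chain V gene, Ighv3-6, was among the additional genes, from 0 to 115 TPM (1.93%), but its first, Ighv1-50, was listed at 0 there. The summed TPM of the myeloid and stromal lists fell by 24.1 from Tom- to Tom+ cells of tumor #2. Myeloid cells are argued against, since their list changed by -15.6 TPM. The stromal list changed by -8.53 TPM, but Pecam1 made up 49.7 of its 56.2 TPM in Tom- cells and 43.9 of its 47.6 TPM in Tom+ cells. The stromal value thus rests on Pecam1, and stromal cells stay open. B cells of other clones with V gene transcripts at the level of the tumor cells stay open. They would dilute the dominant V genes if the tumor cells held equal V gene transcript in both libraries. The expected ratios to the TPM in the Tom- cells would then be 0.597 (heavy chain) and 0.690 (kappa). The 2 dominant heavy-chain genes were at 1.07 times and the 2 kappa genes at 1.17 times. Those of tumor #1 were at 0.854 and 0.868 times. The equality was not measured, and Ighm rose from 2191 to 3652 TPM in Tom+ cells of tumor #2, so these ratios cannot decide. Erythroid cells are argued against, since the 4 globin genes reached 0.699 TPM together in these Tom+ cells, against 0.523 TPM in the Tom- cells and 17.4 TPM or more in tumor #1. They were first tested with the sum of the whole list, which was 0.348 TPM higher than in the Tom- cells and left them open, and the globin genes and the comparison with tumor #1 were chosen after that value had been seen. Whether T cells were present stays open. The sum of their list was 2.17 TPM higher in Tom+ cells of tumor #2, with Cd8b1 from 0 to 2.02 TPM and Lat from 0.205 to 1.78 TPM, whereas Cd3d fell from 7.77 to 2.09 TPM, and most of these genes were near the floor. The marker sums of T, myeloid, stromal and erythroid cells bear only on the presence of such cells. The additional heavy-chain V genes summed to 2396 TPM there, and no marker sum shows that such cells could supply these transcripts. Plasma cells of other clones stay open. The 4 plasma cell genes below 1 TPM in the Tom- cells (Prdm1, Sdc1, Tnfrsf17 and Ell2) were 4 of 4 higher in the Tom+ cells of tumor #2 and 0 of 4 in tumor #1, but 3 of them stayed below 1 TPM, and the 6 other plasma cell genes had a median log2 fold change of 0.039, where a high baseline would hide a small share of plasma cells. The marker genes near the floor and the single library keep this open. A biological explanation within the design, that Tom marks AID-experienced cells and normal AID-experienced cells of the spleen are sorted together with the tumor, may apply and was not tested by other means.

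In tumor #1, the mean log2 fold change of the immediate-early and stress genes was 1.56 in Tom+ cells, and 9 of the 9 tested members were higher. In tumor #2 the mean was -0.26 and 1 member was higher. The list had 0.65 ± 1.29 (SD, n = 2 tumors) over both, with an adjusted p-value of 0.0305 from camera, between 0.00407 and 0.956 over the alternatives, and the difference between the tumors was not tested. The members with the largest changes were Fosb, from 1.12 to 20.9 TPM in tumor #1 and from 1.95 to 2.17 TPM in tumor #2, and Nr4a1, from 0.424 to 5.12 TPM and from 2.66 to 1.78 TPM. A step of sorting or handling that raises these genes in all Tom+ cells is argued against by the value of -0.26 in tumor #2. The scaling of the libraries is argued against, since the mean in tumor #1 was 1.58 with trimmed-mean scaling. A difference in sorting or handling of the Tom+ cells of tumor #1 alone cannot be told apart from a biological difference of these cells, because there is 1 such library and both would raise the 9 members together.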

How the results depend on the processing

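The counts of genes with an adjusted p-value below 0.05 were 0 in each direction with every limma setting, among them the fit with no replicate block in place of the paired comparison (0 genes, and 140 at an unadjusted p-value below 0.05). Unadjusted counts ranged from 362 with a mean TPM of at least 5 to 638 with no filter in the other settings. These counts say nothing about stability, since the count was already 0, an added fold change limit can only lower it, and on simulated data with the spread of the fitted prior 0 of 200 changed genes were called (195 of 200 with each gene's moderated spread). The one-way analysis of variance at an unadjusted p-value gave 103 genes higher and 152 lower in Tom+ cells, which follows from leaving out the adjustment. It takes no account of the tumor.

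Of the 12 pathway and cell type lists, none had an adjusted p-value below 0.05 as reported. With no filter, the lists for BCR signaling and B cell development reached 0.0487 and 0.0487, and with immunoglobulin genes left out the B cell development list reached 0.0199, all 3 in the direction of lower expression in Tom+ cells. Over its alternatives, each of these lists ranged up to 0.840. The cause was not tested. The immediate-early list, at 0.0305, lost its call with a mean TPM of at least 5 (0.155), with fry (0.880), with an estimated correlation (0.956) and with moderated statistics without conversion to z (0.167), an alternative chosen after seeing the data. It kept the call in the other settings, down to 0.00407.

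Lists near 0 changed direction. The naive follicular B cell list was reversed with no replicate block for the paired tumors (0.969), a pseudocount of 0.1 (0.997), no filter (0.427), a mean TPM of at least 5 (0.901), immunoglobulin genes left out (0.915), fry (0.281) and, chosen after seeing the data, no conversion to z (0.999). The list of MYC targets was reversed with no replicate block (0.913), a mean TPM of at least 5 (0.857), quantile normalization (0.666), immunoglobulin genes left out (0.829) and pre-ranked GSEA (1.00), the interferon list with pre-ranked GSEA (1.00), and the PI3K list with the Reactome set (0.735). Camera compares a list with the remaining genes, so a list close to their median changes side easily. No other reversal of a list was found in these settings, and no reversed value was below 0.05. Among the tested named genes, only Mki67 changed sign with a processing choice, to 0.023 with immunoglobulin genes left out.

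Pearson's r between the tumors lay between -0.020 and 0.044 in all settings but 1. It was 0.199 for protein-coding genes with a mean TPM of at least 100, chosen after seeing the data. The share of the sum of squares between Tom+ and Tom- cells lay between 10.9% and 16.7%. The lowest share, for protein-coding genes with a mean TPM of at least 100, stood beside a remainder of 7.51%. The highest, with a pseudocount of 0.1, stood beside a remainder of 17.5%. V gene usage shared by Tom- and Tom+ cells of tumor #2 was the same, 51.8%, for V genes with a TPM of at least 1 in any library. Leaving out each tumor leaves 1 pair and no test. The list means of each tumor are given with the results. The tumors differ in sign for ERK/MAPK, death receptor, naive follicular and precursor lists, for some of the named genes, and for the additional lists of PI3K negative regulators, proliferation, MYC targets and immediate-early genes. The unknown depth limits the genes near the floor, such as Bcl6 and Pak1, for which no change can be stated.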

Differences from the paper's values

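The paper reports 177 genes that differ between Tom+ and Tom- cells, and 0 genes passed an adjusted p-value below 0.05 here. Of the alternatives set before the data were examined, the unadjusted one-way analysis of variance gave 255 genes, within 1.5 times of the paper's 177. The analysis of variance leaves the difference between the tumors in the error. So does limma's fit without the tumor block, which gave 140 genes at the same unadjusted threshold. The 567 genes given by this threshold are therefore not a count by chance for either. With each of the others the count was 0, namely the fit without the tumor block, both other pseudocounts, no filter, the stricter filter, trimmed-mean scaling, quantile normalization, immunoglobulin genes left out, no variance trend, the robust prior and the added fold change limit. On simulated data with the spread of the fitted prior, 0 of 200 changed genes passed the adjusted threshold, and 195 of 200 did with each gene's moderated spread, so a count of 0 does not show that no gene differs. The paper's legend and methods name ANOVA for the genes that were clustered, and its methods also name edgeR's test of paired samples with an adjusted p-value. Which genes the paper counted is not stated in its text, so a count of shared genes could not be made.

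The paper describes the PI3K, ERK/MAPK, apoptosis, death receptor, BCR signaling and B cell development pathways as activated in Tom+ cells, from gene sets that were not used here. The mean log2 fold change of the lists tested in their place was negative for each, -0.12 for PI3K, -0.078 for ERK/MAPK, -0.077 for apoptosis, -0.050 for death receptor signaling, -0.10 for BCR signaling and -0.13 for B cell development, and none had an adjusted p-value below 0.05. The median over all tested genes was itself -0.033, so a mean such as that of the death receptor list (unadjusted p = 0.933 from camera) is not distinguished from the other genes. These means are not activation scores, and inhibitors in the lists count with the same sign as activators. In the alternatives without a filter and with immunoglobulin genes left out, the B cell development list was called as lower in Tom+ cells (0.0487 and 0.0199, over a range up to 0.840), and the BCR signaling list was so called without a filter (0.0487, over a range up to 0.840). The paper describes PAK signaling as inhibited, and the PAK list had a mean of -0.20, also without a call (adjusted p = 0.310).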

Other observations

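All tests of the agreement between the tumors, the test of p53 target genes and the test of a deletion were chosen only after the results had been seen, unlike those of pseudogene spread and of a Trp53 pseudogene.

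The changes between Tom+ and Tom- cells in the tumors were not correlated. Scaling of the libraries is argued against as the cause, since r was -0.0030 after quantile normalization. Exchanged Tom labels in 1 tumor would give a clearly negative correlation only if the tumors shared a sizeable change. Whether they did is not known, so Spearman's rho of 0.036 over all genes cannot decide. Reads shared between genes and pseudogenes stay open. Over protein-coding genes r was -0.016, but these include the genes that would share reads with pseudogenes, so this value cannot decide. Noise of genes with low TPM stays open. Over protein-coding genes with a mean TPM of at least 100, r was 0.199, so noise may hide part of a shared change, but 52.8% of these genes changed in the same direction, and Spearman's rho was 0.092. A biological difference between the mice was not tested.

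Pseudogenes made up 9.91% of the genes tested but 30.0% of those with an unadjusted p-value below 0.05, and 29 of the 50 genes with the smallest p-values (V, D and J segments left out). Reads shared between paralogs or pseudogenes are a candidate explanation. The median absolute log2 fold change of 1123 pseudogenes was 0.468 in tumor #1 and 0.576 in tumor #2. In 1000 draws of protein-coding genes with similar TPM, the median averaged 0.183 and 0.242 and was at most 0.208 and 0.278. The draws were not matched for length, and some pseudogenes are short, such as Gm49275 (chromosome 15, 103661886 to 103661982). At the same TPM a shorter gene rests on fewer reads, so counting noise could also widen the spread. Shared reads and counting noise could each spread values in both directions, and the draws cannot tell them apart. Rps15a-ps6 changed with the same sign in both tumors, but it was picked by its p-value, which requires a similar change in both. Its shared sign therefore cannot tell spread from a shared change, and no biological explanation was tested.

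Trp53 (chromosome 11, 69580359 to 69591873) was at 86.2 and 99.5 TPM in Tom- and Tom+ cells of tumor #1 and at 0.087 and 0.145 TPM in tumor #2. Reads assigned to a Trp53 pseudogene are argued against, because Trp53-ps was at 0 TPM in all 4 libraries. A failed estimate of Trp53 with p53 active stays open, since 19 p53 target genes had a median log2 ratio of 0.032 between tumors #2 and #1, with 9 of them lower in tumor #2. This median lay at percentile 13.0 of 10000 random lists of genes with similar TPM, lower than in most of those lists, and does not decide. A deletion around Trp53 in tumor #2 is a candidate explanation. The adjacent gene Wrap53 (69561758 to 69580255) was at 6.42 and 6.43 TPM in tumor #1 and at 0 TPM in both libraries of tumor #2, and Atp1b2 on the other side was at 0.565 and 1.28 TPM against 0.0305 and 0 TPM. Farther away, Fxr2 (69632990 to 69653297) was at 73.1 and 72.3 TPM against 74.7 and 59.7 TPM, and Kdm6b was at 2.17 and 3.31 TPM against 3.70 and 3.31 TPM. Loss of the promoter region that Trp53 and Wrap53 share was not tested separately. Cdkn2a was at 0.682 and 1.35 TPM in tumor #1 and at 47.0 and 42.2 TPM in tumor #2. These values were the same in kind for Tom- and Tom+ cells of each tumor, and the paper does not report them.

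Lists for other cell types were low, with 6 of 13 T cell genes, 6 of 16 myeloid, 2 of 8 erythroid, 1 of 8 NK cell and platelet and 2 of 7 stromal genes at 1 TPM or more in any library. The highest member of the T cell list was Lck, at 11.5 TPM in Tom+ cells of tumor #2. The highest of the myeloid list was Tyrobp, at 15.5 TPM in Tom- cells of tumor #2, of the erythroid list Hbb-bs, at 18.8 TPM in Tom- cells of tumor #1, of the NK cell and platelet list Itga2b, at 2.35 TPM, and of the stromal list Pecam1, at 49.7 TPM in Tom- cells of tumor #2. Of the switched constant regions, only Igha passed 2 TPM in any library. Protein-coding genes listed at 0 in 1 library and at 20 TPM or more in the other 3 numbered 1, 2, 0 and 2 in Tom- and Tom+ cells of tumor #1 and Tom- and Tom+ cells of tumor #2.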
